# Ferulic Acid Supplementation Increases Lifespan and Stress Resistance via Insulin/IGF-1 Signaling Pathway in *C. elegans*

**DOI:** 10.3390/ijms22084279

**Published:** 2021-04-20

**Authors:** Hui Li, Xiaoxuan Yu, Fanwei Meng, Zhenyu Zhao, Shuwen Guan, Liping Wang

**Keywords:** ferulic acid, lifespan, stress resistant, insulin/IGF-1, *Caenorhabditis elegans*

## Abstract

Ferulic acid (FA) is a naturally-occurring well-known potent antioxidant and free radical scavenger. FA supplementation is an effective strategy to delay aging, but the underlying mechanism remains unknown. In the present study, we examined the effects of FA on lifespan extension and its mechanism of FA in *Caenorhabditis elegans* (*C. elegans*). Results suggested that FA increased the lifespan of *C. elegans*, rather than altering the growth of *E. coli* OP50. Meanwhile, FA promoted the healthspan of *C. elegans* by improving locomotion and reducing fat accumulation and polyQ aggregation. FA increased the resistance to heat and oxidative stress through reducing ROS. The upregulating of the expression of the *hlh-30*, *skn-1*, and *hsf-1* were involved in the FA-mediated lifespan extension. Furthermore, FA treatment had no impact on the lifespan of *daf-2*, *hlh-30*, *skn-1*, and *hsf-1* mutants, confirming that insulin/IGF-1 signaling pathway and multiple longevity mechanisms were associated with the longevity mechanism of FA. We further found that mitochondrial signaling pathway was modulation involved in FA-mediated lifespan extension. With the results from RNA-seq results and mutants lifespan assay. These findings contribute to our knowledge of the lifespan extension and underlying mechanism of action of FA in *C. elegans*.

## 1. Introduction

Aging is accompanied by constant decline in physiology, an increase in mortality, and a decline in fecundity at later adult ages [1]. Aging can be delayed by lifestyle modulation involving smoking cessation, improving diet, reducing alcohol consumption, getting enough sleep, reducing stress, or consuming food supplements such as antioxidants to increase health benefits [2]. Many epidemiological studies have shown that natural bioactive products delay aging and reduce the risk of aging-related diseases [3]. Although aging is inevitable, the process of aging can be modulated and regulated to a significant extent. Several natural bioactive products and plant extracts exhibit lifespan extension abilities, including caffeic acid [4], curcumin [5], blueberry extracts [6], and *Lonicera japonica* [7].

Ferulic acid (FA, 4-hydroxy-3-methoxycinnamic acid), is a naturally occurring phenolic acid with many pharmacological activities. FA has been proven to be effective in many disease models such as depression, diabetes, and Alzheimer’s disease [8]. Moreover, FA is widely used in cosmetics due to its melanin blocking and tyrosinase inhibition activities [9]. To date, there was no comprehensive mechanism study of FA in anti-aging effects. Since FA acts as an antioxidant, we first focused on the antioxidant pathway involved in scavenging free radicals. The theory of Free Radical Aging states that the free radical and related oxidants cause damage to cellular constituents that ultimately cause structural and functional damage at tissue and organ levels [10]. Therefore, antioxidant supplementation is supposed to be an effective strategy to delay aging [11].

*C. elegans* is a suitable model organism for aging related experimentation because of its short lifespan, simple physiology, and genetic tractability [12]. Additionally, several fundamental genetic pathways that regulate aging process in *C. elegans* are conserved in mammals [12]. Here, we studied the lifespan-extending mechanism of FA in *C. elegans*.

## 2. Results

### 2.1. FA Extended C. elegans Lifespan

To comprehensively explore the effect of FA on the lifespan of *C. elegans*, five different concentrations of FA, namely, 100, 300, 500, 700, and 900 μM, were tested at 20 °C. The mean lifespan of the nematodes with the treatment of 500 µM FA was significantly increased by 9.58% in comparison with the control group (Figure 1A, Table S3). This increase in lifespan was statistically significant when compared with the control group. The proliferation of bacteria can affect the lifespan of nematodes [13]. To explore whether the FA mediates lifespan extension by changing the properties of the bacterial food, we cultured *E. coli* OP50 (OP50) in Luria-Bertani (LB) medium with 500 μM FA. FA had no obvious inhibitory or growth-promoting effect on OP50 (compared to control, *p* > 0.05) (Figure 1B). Taken together, these results suggested that FA effectively extended the lifespan of *C. elegans* at 500 μM concentration. Therefore, the same concentration was used for subsequent experiments.

### 2.2. FA Partly Improved Healthspan in C. elegans

Typical markers of aging-relative phenotypes in *C. elegans* include the locomotory decline, pharyngeal pumping rate, gut granules, reproductive senescence, and morphological changes [14]. During the aging process, systemic muscle cells gradually lose vitality, which declines the mobility and pharyngeal pumping. Many studies have confirmed the antiaging effects on improving these conditions, such as tomatidine [15], protocatechuic acid [16], and carnosic acid [17].

First, the locomotor performance of *C. elegans* can be expressed by swimming [18]. Therefore, we measured the body bends of N2 worms after exposure to the M9 buffer, which confirmed that FA may improve the locomotion of *C. elegans*. FA resulted in a significant improvement in the locomotor performance of worms after treatment on 3, 5, and 7 days (Figure 2A). Therefore, FA-treated for 5 days was selected as an optimal concentration for further experiments.

Second, intestinal lipofuscin accumulates with age, which can be used as a marker of health or the rate of aging. Two methods were used to detect intestinal autofluorescence [19]. FA seemly did not alleviate the accumulation of intestinal autofluorescence in N2 worms (Figure 2C,D).

Third, except for a progressive loss of muscle mass, aging is associated with an increase in visceral fat [20]. Exercise is an essential component of the treatment of obesity [21]. As explained previously, FA could effectively improve locomotor performance, without any significant difference in food intake. We hypothesized that the fat accumulation of *C. elegans* treated with FA would be reduced. To test this idea, N2 worms pretreated with or without FA were stained with Oil red O to investigate the effect of FA on fat accumulation. FA treatment decreased fat accumulation in the N2 worms (Figure 2E,F).

Last, an increased lifespan is generally accompanied by decreases in other physiological indices [6]. We compared the body length and body width of worms, either in the presence or absence of 500 µM FA. The result indicated that FA did not affect the body size of the worms (Figure 2G,H). We also studied the possible effect of FA on *C. elegans* fertility by counting the number of progenies. The result showed that FA had no obvious changes in the total number of offspring (Figure 2I), indicating the safety of FA.

In conclusion, FA partly alleviated aging-related declines in physiological performance in *C. elegans*.

### 2.3. FA Increased Stress Resistance and Reduced ROS Levels under Stress Conditions

Increased lifespan is partly associated with improved survival under oxidative or heat stress. To investigate whether FA could enhance stress resistance, we pretreated L4 worms with 500 μM FA for 5 days, followed by exposure to paraquat (an intracellular ROS generator) or heat stress (35 °C). FA significantly increased the survival rate of *C. elegans* under heat stress or paraquat (Figure 3A,B). These results indicated that FA exerted protective roles against heat stress as well as oxidative stress in *C. elegans*.

Because both paraquat and heat stress cause mitochondrial damage by the accumulation of ROS [22,23], we next investigated the effect of FA on ROS levels under stress conditions using H_2_DCFDA, a fluorescent probe for ROS [24]. The result showed that FA treatment significantly suppressed the accumulation of ROS induced by heat stress as well as paraquat-induced compared to control group (Figure 3C,D). These results suggested that the increase in lifespan and stress resistance by FA treatment was due to free radicle scavenging activity of FA, which could be attributed to FA. Since FA is an effective antioxidant [25,26]. These results could give us some hint that FA-mediated mechanism could be predominantly attributed to the increase in stress resistance and lifespan which involved in oxidative stress response [7,27,28]. Therefore, we further investigated the mechanism of FA-mediated increase in stress resistance and lifespan in *C. elegans*, which may be the activation of pathways associated with oxidative stress responses and longevity.

### 2.4. FA-Mediated Lifespan Extension Did Not Depend on the Dietary Restriction

Dietary restriction in yeast or rodents with a reduction in the food intake and without malnutrition, makes them live longer than organisms fed with a normal diet [29]. The effect of nutraceuticals may also reduce the food intake in animals to achieve the effect of dietary restriction [30,31]. To explore the effect of FA on dietary restriction on lifespan extension, we utilized a well-established dietary restriction genetic model, *eat-2(ad1116)*. The *eat-2(ad1116)* worms have a mutation in a nicotinic acetylcholine channel that reduces pharyngeal pumping and food intake, and thus extending the lifespan through restricted caloric intake [32]. FA treatment extended the lifespan in *eat-2(ad1116)* worms (Figure 4A, Table S3). Previous result showed that the pharyngeal pumping rate did not seem to be changed (Figure 2B). Therefore, these results indicated that FA-mediated effects on lifespan extension were independent of the dietary restriction pathway.

### 2.5. FA Extended C. elegans Lifespan through the Insulin Signaling Pathway

Insulin/IGF-1 signaling pathway(IIS) in the *C. elegans* is the central determinant of the endocrine control of stress response and aging [33]. The *daf-2* gene encodes the IGF-1 receptor. The *daf-2* mutant *C. elegans* exhibit a significant increase in lifespan [34]. DAF-16/FOXO is the major transcriptional output of IIS, which acts downstream of DAF-2/IIS in this pathway [35]. DAF-16/FOXO, a key transcription factor, modulates different signals to control aging, and improves lifespan via shuttling from cytoplasm to nucleus [36]. To understand the mechanism of FA for lifespan extension through the IIS pathway, we performed lifespan assay in *daf-2(e1370)* and *daf-16(mgDf50)* worms. We found that FA treatment did not extend the lifespans of *daf-2(e1370)* worms (Figure 4B, Table S3). However, FA treatment extended the lifespan of *daf-16 (mgDf50)* worms (Figure 4C, Table S3). It was surprising to note that qRT-PCR results showed that FA increased the mRNA level of *daf-16* in comparison with control group (Figure 4G). Therefore, we concluded that the longevity effect of FA required *daf-2*, and may be mediated partly by the transcription factor, DAF-16/FOXO. 

### 2.6. SKN-1 Was Required for FA-Mediated Lifespan Extension

SKN-1 is the *C. elegans* ortholog of mammalian Nrf/CNC proteins and is best known as a regulator of antioxidant and xenobiotic defense [37]. DAF-2/IIS inhibits directly DAF-16/FOXO and SKN-1/Nrf2 in parallel [38]. These studies raised the possibility that FA may mediate longevity through the parallel pathway SKN-1. We confirmed that FA could activate SKN-1 as observed from increased mRNA level of *skn-1* in N2 worms (Figure 4G). We also demonstrated the longevity effect of FA was completely lost in *skn-1 (zu67)* worms (Figure 4D, Table S3). Collectively, these results suggested that SKN-1 was required to prolong the lifespan of *C. elegans*.

### 2.7. HSF-1 Was Required for FA-Mediated Lifespan Extension

Highly conserved heat-shock transcription factor-1 (HSF-1) regulating by IIS is essential for improving lifespan and resistance stress [39,40]. HSF-1 regulates the expression of a set of proteins calling heat shock proteins (HSPs). To investigate the mechanism of FA-mediated lifespan extension through HSF homolog, *hsf-1*, we analyzed the effect of 500 μM FA on the mRNA level of *hsf-1* gene in N2 worms by qRT-PCR. The mRNA level of *hsf-1* were remarkably increased after FA treatment (Figure 4G). However, FA failed to extend the lifespan of *hsf-1 (sy441)* worms (Figure 4E, Table S3) suggesting that *hsf-1* was required for its lifespan extension.

### 2.8. HLH-30 Was Required for FA-Mediated Lifespan Extension

DAF-16/FOXO and HLH-30/TFEB can form a complex combinatorial transcription factor to promote stress resistance and lifespan in the same genetic pathway [41]. Recently research teams reported that FA can significantly activate the nuclear localization of HLH-30::GFP against amyloid-beta (Aβ) toxicity in *C. elegans* [42]. DAF-16 and HLH-30 are aging-regulatory transcription factors of significant importance and co-regulate several target genes in the promotion of lifespan [41]. Given that the longevity effect of FA may require DAF-16, we tested the role of HLH-30 in FA-mediated lifespan extension. FA failed to extend the lifespan of *hlh-30(tm1978)* worms (Figure 4F, Table S3). We further noticed remarkable increase in mRNA levels of *hlh-30* after FA treatment (Figure 4). These results suggested *hlh-30* was required for its lifespan extension.

### 2.9. FA Enhanced Expression of Anti-Oxidative Stress Genes and Autophagy Gene in C. elegans

FA has strong antioxidant effects in *C. elegans* and significantly scavenge the ROS generation under oxidative stress conditions. The targets of SKN-1/NRF-2 appear to be shared with DAF-16/FOXO [38]. Many cytoprotective and detoxification genes, such as superoxide dismutase (SOD-3) and glutathione S-transferase (GST-4) are regulated by the IIS-dependent transcription factor DAF-16 and SKN-1 [38]. qRT-PCR results showed that expression of *sod-3* and *gst-4* mRNA was significantly increased in worms exposed to 500 μM FA for 5 days (Figure 5A). Moreover, we measured the expression of GST-4 in a transgenic strain expressing GST-4::GFP. Simultaneously, the transgenic *C. elegans* SOD-3::GFP was employed to examine the effects of FA on levels of the antioxidant enzyme SOD-3. The result from the quantitative analysis showed significant upregulation of expression of SOD-3::GFP and GST-4::GFP (Figure 5B,C), suggesting that FA enhanced the expression of anti-oxidant stress genes.

The overexpression of cytoplasmic stress reporter *hsp-16.2* could extend lifespan [43]. The qRT-PCR analysis revealed a remarkable increase in mRNA level of *hsp-16.2* after FA treatment (Figure 5A). Moreover, there was 10.5% increase in relative mean fluorescence intensity of HSP-16.2::GFP (Figure 5D). HLH-30/TFEB is a master transcription factor that regulates many longevity pathways [44]. HLH-30 may function as a transcriptional regulator to mediate *lgg-1*-dependent autophagy [45]. The qRT-PCR result showed a remarkable increase in mRNA level of *lgg-1* after FA treatment (Figure 5A). 

All these results indicated the strong influence of FA on prolonging lifespan and improving stress resistance was dependent on the related stress-inducible genes as well as autophagy genes.

### 2.10. FA Decreased the ROS Levels in SKN-1 and DAF-16 Signaling Dependent Manner

We investigated the ROS scavenging ability of FA under oxidative stress conditions in N2 worms. However, the exact pathway involved in FA scavenging ROS in nematodes was unknown. We treated *daf-16(mgDf50)* and *skn-1(zu67)* mutant animals with 500 μM of FA for 5 days at 20 °C, followed by exposure to 50 mM paraquat and 35 °C heat to induce oxidative and heat stress, respectively. Results shown that the FA-mediated reduction in ROS levels disappeared, suggesting FA reduced the ROS levels in SKN-1 and DAF-16 dependent manner (Figure 6A–D).

### 2.11. FA Reduced polyQ40 Aggregation in Transgenic C. elegans AM141

Defects in autophagy are critically associated with aging and aging-related diseases [46]. HLH-30 regulates autophagy and modulates longevity in *C. elegans* [47]. Moreover, HSF-1 and HSPs inhibit the onset of polyglutamine protein aggregation in animals [48]. Previous studies reported that HSP-16.2 suppresses the misfolded protein aggregation in *C. elegans* [43]. FA activated the mRNA expression of *hsf-1*, *hlh-30*, and its downstream targets (Figure 4G and Figure 5A). Therefore, we used a transgenic *C. elegans* AM141 strain as Huntington’s disease model and examined the effect of FA on protein aggregation in vivo, with special focus on polyglutamine peptide aggregation in muscle cells of the worms. FA treatment could significantly reduce the number of polyQ40::GFP (Figure 6E–H).

### 2.12. Genome-Wide Transcriptional Profiling of N2 C. elegans

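RNA from N2 worms, the wild-type laboratory strain of *C. elegans*, treated with 500 µM FA or with the vehicle (0 µM FA) until day 5 was sequenced, with 1 library per condition. No spread between replicates can therefore be measured, and every difference given for these data is a difference between 2 libraries that has no replicate check. The authors deposited the number of reads counted on each of 18485 gene identifiers, without normalization, and a table of FPKM values for the same identifiers. The genome they used was WBcel235; the paper's main text does not name the aligner, the counting program or whether the counting used the strand. The total count was 45319692 in the control library and 54195790 in the FA library, a ratio of 1.196. The 10 genes with the most reads took 8.80% of the reads in the control library (95% Clopper-Pearson interval 8.79% to 8.81%) and 13.58% in the FA library (13.57% to 13.59%). The column headings of the tables carry the digits 0 and 5, which were read as the doses 0 and 500 µM, and every direction given here rests on that reading.
The deposited tables identify genes by number. Gene names were taken by matching the deposited sequence of each identifier to the coding sequences annotated on WBcel235, which named 17137 of the 18004 numbered identifiers (95.2%). The other 481 identifiers are loci that the authors' transcript assembly added. Counts were scaled by the TMM method, and the 16066 genes with at least 10 reads over the 2 libraries were tested with edgeR's exact test at the thresholds of the paper, an FDR under 0.01 and a fold change of at least 2. The paper's main text names edgeR and these thresholds but no dispersion; its supplementary methods were not used here. A single library per condition gives no estimate of it, and the quasi-likelihood test could not be fitted, so a biological coefficient of variation (BCV) of 0.1 was preset. Expression is given as CPM, the counts scaled to a common library size, and log2 fold changes were computed with a prior count of 2. A gene with 3 reads or fewer in a library was taken as not distinguishable from 0, a limit of 0.0634 CPM in the control and 0.0578 CPM in the FA library, and its fold change is given against that limit, as at least that many fold. This bound leaves out the counting error of the reads, so the 95% exact counting interval given beside it reaches smaller changes. The intervals cover counting error only.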

We carried out RNA-seq to understand the mechanism of FA-mediated lifespan extension. Differentially expressed genes in 500 μM FA compared to controls visualized with a volcano plot (Figure 7A). 

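Among the 10 genes lower in FA with the smallest p-values was *utx-1* (chromosome X of WBcel235, 8557146 to 8563238), which had 121805 reads (2574 CPM) in the control library and 1077 reads (20.8 CPM) in the FA library. Its log2 fold change was -6.95 (95% exact counting interval -7.04 to -6.87, adjusted p = 7.17e-148 from edgeR's exact test with Benjamini-Hochberg adjustment, which compares the 2 libraries and not the conditions). These genes also included *rbx-1* (log2 fold change -8.30), *Y45G12C.16* (-7.56), *D1086.1* (-5.36), *C17C3.15* (-6.47) and *rfip-2* (-5.72). The same holds for *mbf-1*, *tag-51* and *F32B5.1*, which had 3, 1 and 0 reads in the FA library and were at least 463-fold, 309-fold and 221-fold lower there against the limit of 3 reads; their exact counting intervals reach log2 fold changes of -7.30, -7.38 and -7.49.
Among the genes higher in FA, *ech-6* (chromosome III, 9751552 to 9752883) had the smallest p-value. It rose from 22 reads (0.465 CPM) to 10236 reads (197 CPM), a log2 fold change of 8.61 (95% exact counting interval 8.13 to 9.40, adjusted p = 2.26e-154 from the same test of edgeR with Benjamini-Hochberg adjustment). The log2 fold change was 7.19 for *daf-41*, 7.06 for *map-2*, 6.09 for *T26C12.2*, 5.44 for *nobh-1*, 5.56 for *nspg-10* and 4.84 for *ctdh-1*. The gene *eif-3.J*, with 3 reads in the control library and 1483 in the FA library, was at least 451-fold higher, and the assembled locus newGene_47, with 0 and 721 reads, at least 219-fold higher, both against the limit of 3 reads; their exact counting intervals begin at log2 fold changes of 7.27 and 7.47. The monocarboxylate transporter gene *mct-1* completes these 10. All 20 genes passed the thresholds under each scaling, filter, preset BCV (up to 0.4), prior count and test tried on single genes. As an alternative chosen after seeing the data, same-strand genes at most 500 bp apart were summed into units. The units of 3 of the 10 higher and 4 of the 10 lower genes passed in the same direction. Of these, *mct-1*, *T26C12.2*, newGene_47, *utx-1* and *rbx-1* had no gene to join, so the sum could not test them. Only *rfip-2* and *F32B5.1* passed in a sum, each of 2 genes. Such a sum also dilutes the change of a gene beside a neighbour with more reads.
Several of these genes have a neighbour on the same strand that changed in the opposite direction; the neighbours named here were chosen after their values were seen. The end of *ech-6* lies 120 bp from *T05G5.5*, which fell from 263 to 59.8 CPM, and the sum of both genes was 264 CPM in the control and 257 CPM in the FA library. Likewise *nobh-1* rose from 3.28 to 143.5 CPM while *rnf-126*, 120 bp away, fell from 211 to 79.6 CPM, and *rbx-1* fell from 73.6 to 0.193 CPM while *ztf-9*, 517 bp away, rose from 185 to 255 CPM. A same-strand neighbour within 2 kb whose opposite change amounted to 50% to 150% of the gene's own was present for 6 of the 9 higher genes that were matched to the annotation and for 4 of the 10 lower genes. For *utx-1* no neighbour met this.

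**Figure D1:**
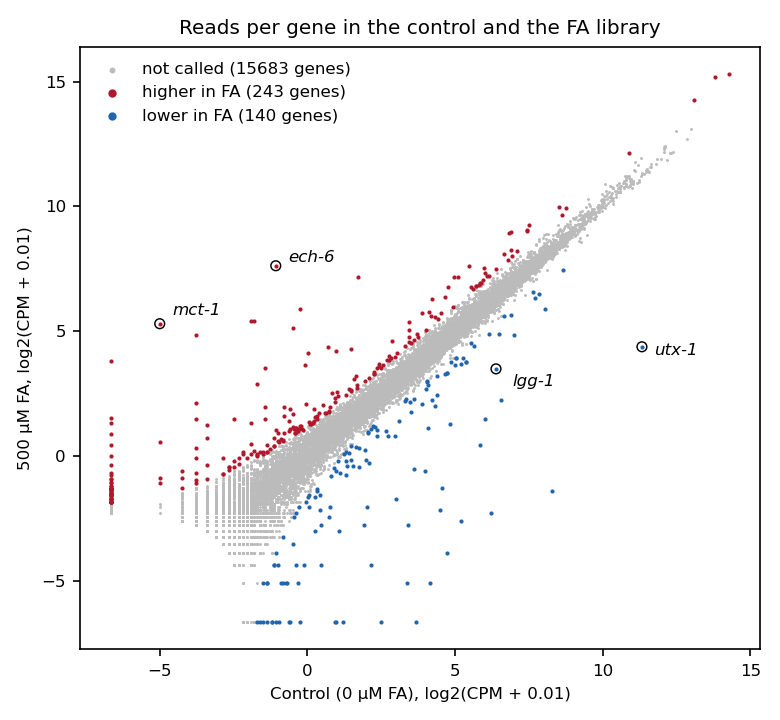
Expression of each of the 16066 tested genes in the control library (horizontal axis) and in the FA library (vertical axis), both as log2 of CPM plus 0.01. Each point is a gene, red for the 243 genes higher in FA, blue for the 140 lower and grey for the rest; *mct-1* and *ech-6* lie far above the band of unchanged genes, and *utx-1* and *lgg-1* below it.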

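At these thresholds 243 genes were higher and 140 genes were lower in FA, so that 63.4% of the 383 differentially expressed genes were higher. Of them, 63 higher and 35 lower genes had 3 reads or fewer in one of the libraries. The preset BCV moved these counts most: at 0.4, 21 genes were higher and 23 lower. Scaling by the total read count alone in place of TMM gave 347 differentially expressed genes, 180 of them lower, so that 48.13% were higher; this scaling set the median log2 fold change of all tested genes at -0.11, against 0.01 with TMM. In simulated libraries of 15858 tested genes, drawn with the preset BCV, all 200 genes changed 4-fold were recovered and 0 other genes passed. The changed genes were taken from those with at least 200 reads over the 2 libraries. The simulated spread was the one the test assumes. The result thus says nothing about genes with few reads or about a larger spread between worm samples.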

108 genes were differentially down-regulated, and 185 genes were up-regulated compared to control group (FDR < 0.01 and Fold Change ≥ 2). A larger number of GO terms were found enriched in ATP binding, cytoplasm, steroid hormone receptor activity, and nematode larval development (Figure 7C). These enrichments were related to growth control and energy consumption, suggesting a correlation between energy metabolism and longevity. Supplementation of FA enhanced the expression of genes in oxidative phosphorylation (Figure 7B). These results indicated the potential role of the mitochondrial pathway in FA treatment-related lifespan promotion.

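Pathway membership from KEGG was not used here. Instead, a list of subunits and assembly factors of the respiratory chain complexes, the ATP synthase and the vacuolar ATPase was compiled by hand. It held 97 names of nuclear genes and 12 of the mitochondrial genome, which were not used here. Of the nuclear names 92 were matched and tested, and they stand for 87 genes. The median log2 fold change of the 87 genes was -0.07, against 0.01 for all tested genes, and 38 of the 87 genes were above 0. Among 10000 random lists of the same size matched on mean expression this median lay at percentile 9.46, which describes these 2 libraries only. The random lists were not matched on gene length. Across genes above 5 CPM the log2 fold change had a Spearman correlation of 0.24 with gene length. That trend was not removed for this list, so its part in the median stays open. With scaling by the total read count, which moved the median most, it was -0.19, against -0.11 for all tested genes.
Of the 87 genes, 4 passed the thresholds as higher in FA and 0 as lower. The complex I gene *lpd-5* (chromosome I of WBcel235, 4372255 to 4373018) rose from 14.6 to 53.6 CPM, a log2 fold change of 1.87 (95% exact counting interval 1.75 to 2.00, adjusted p = 2.65e-15 from edgeR's exact test with Benjamini-Hochberg adjustment). The ATP synthase genes *atp-4* (chromosome V, 6426246 to 6427112) and *hpo-18* (chromosome V, 4346089 to 4346425) rose from 67.1 to 149.5 CPM and from 1.902 to 4.41 CPM, with log2 fold changes of 1.15 (1.10 to 1.22) and 1.197 (0.86 to 1.58). The complex III gene *ucr-11* (chromosome I, 6552834 to 6553379) had 1 read in the control library and 76 in the FA library and was at least 23.1-fold higher against the limit of 3 reads (95% exact counting interval of the log2 fold change 3.59 to 11.44). With a preset BCV of 0.2, *lpd-5* and *ucr-11* passed the thresholds, and with 0.4 only *ucr-11* did. With same-strand genes at most 500 bp apart summed, an alternative chosen after seeing the data that also dilutes the change of a gene beside a neighbour with more reads, the units of 0 of the 4 passed.
Beside *lpd-5* and *hpo-18* lies a same-strand gene that fell: *ZK973.9*, next to *lpd-5*, went from 195 to 142.2 CPM, and *figl-1*, 90 bp from *hpo-18*, from 52.0 to 48.8 CPM. Of the same-strand neighbours of *ucr-11*, *dad-1*, 102 bp away, rose from 68.3 to 78.1 CPM, and *spg-20*, 209 bp away, had 97.48 and 95.7 CPM, a log2 fold change of -0.026 whose 95% exact counting interval, -0.084 to 0.032, includes 0. Of the neighbours of *atp-4*, *alh-4* rose from 7.88 to 9.81 CPM. The sum of *atp-4* and its same-strand genes at most 500 bp apart, 4 genes in all, had 394 and 408 CPM. The other genes of that sum thus fell together while *atp-4* rose. These neighbours were chosen after their values were seen. From the oxidative phosphorylation genes among the differentially expressed ones (Figure 7B), the paper proposes that the mitochondrial pathway takes part in the lifespan extension by FA.

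**Figure D2:**
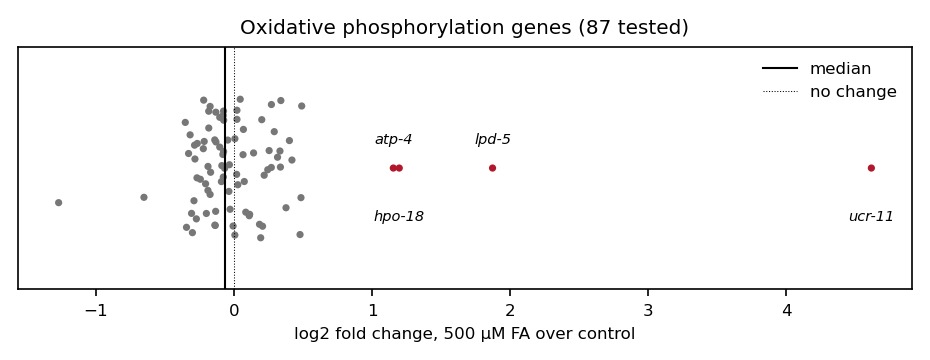
Log2 fold change (500 µM FA over control, horizontal axis) of the 87 tested oxidative phosphorylation genes, 1 point per gene, with the vertical position of the points without meaning. Red points are the 4 genes higher in FA, the solid line is the median of -0.07 and the dotted line marks no change; the value of *ucr-11* depends on the prior count, since it had 1 read in the control library.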

The KEGG (Kyoto Encyclopedia of Genes and Genomes) mapper analysis showed a dramatic change in several physiological processes involved in metabolism, including fatty acid metabolism, purine metabolism, amino acid metabolism, carbon metabolism, butanoate metabolism, and arachidonic acid metabolism (Figure 7B). Pyruvate metabolism was up-regulated in FA-treated nematodes. 

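For pyruvate metabolism, a list of 29 genes was compiled by hand in the same way, and 26 of them were tested. None of the 26 passed the thresholds in either direction. Their log2 fold changes ran from -0.82 to 0.85 with a median of 0.09, and 16 of the 26 were above 0. The median lay at percentile 97.53 of 10000 random lists matched on mean expression. Its sign depended on the scaling. With the total read count it was -0.032, and from the authors' FPKM values it was -0.015 with a pseudocount of 0.1 and -0.015 with a pseudocount of 1. Relative to the median of all tested genes under the same setting, these values were 0.08, 0.09 and 0.06 higher.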

Pyruvate is decarboxylated by pyruvate dehydrogenase complex to produce acetyl-coA, which is the key substance for ATP synthesis and synthesis of acetylcholine [49]. 

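The gene *mct-1*, listed as gene33517 and encoding a monocarboxylate transporter, lies on the minus strand of chromosome V of WBcel235 from 2375043 to 2379505. It had 1 read in the control library (0.0211 CPM), below the limit of 3 reads, and 2046 reads in the FA library (39.4 CPM), and was at least 622-fold higher in FA against that limit (95% exact counting interval of the log2 fold change 8.39 to 16.17). Among the 243 genes higher in FA it had rank 2 by p-value (adjusted p = 5.38e-109 from edgeR's exact test with Benjamini-Hochberg adjustment). Its fitted log2 fold change of 9.33 depends on the value added to so low a count: it was 10.70 with a smaller prior count, and 4.73 from the authors' FPKM values with a pseudocount of 1. The gene passed the thresholds under every preset BCV and every scaling tried.
The nearest gene on the same strand, *Y19D10A.11*, which was chosen after its values were seen, ends 1658 bp away and went from 58.0 to 46.7 CPM, a decrease that amounts to 28.7% of the increase of *mct-1*. Its length in the count table, 3939 bp, exceeds its annotated coding length of 1398 bp by more than the coding length of *mct-1* (1635 bp). The related transporter gene *mct-2* (chromosome V, 2483004 to 2494791) rose from 40.1 to 60.2 CPM, a log2 fold change of 0.59 (95% exact counting interval 0.50 to 0.67, adjusted p = 0.0798 from the same test of edgeR with Benjamini-Hochberg adjustment), and did not pass the thresholds. From the authors' FPKM values the log2 fold change of *mct-2* was 0.26 with a pseudocount of 0.1 or 1. That fall is larger than the shift of all tested genes, whose median was -0.10 and -0.07 there, and its cause was not tested.

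**Figure D3:**
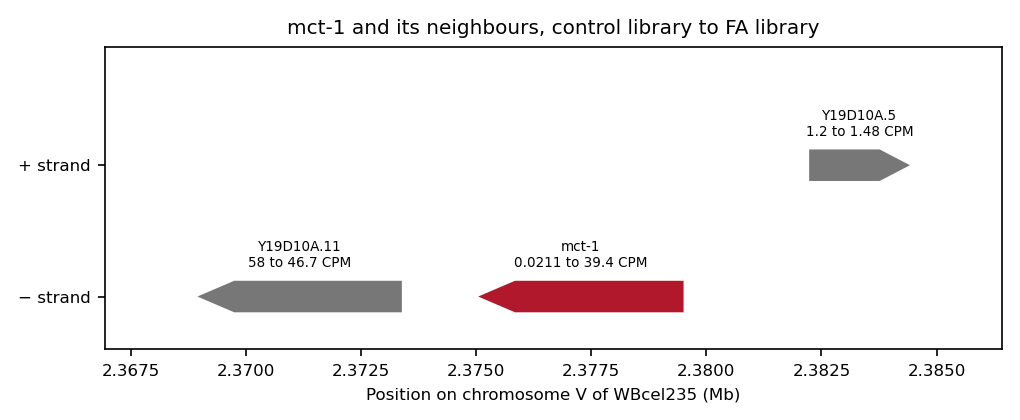
Position of *mct-1* and the nearest tested genes on chromosome V of WBcel235 in Mb, with the strand on the vertical axis and each gene drawn to scale as an arrow in its reading direction. The numbers are the CPM in the control library and in the FA library; *mct-1* (red) rose from 0.0211 to 39.4 CPM, and the grey neighbours did not pass the thresholds.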

Table S4 showed that Monocarboxylate Transporter 1 (*mct-1*) was one of the most significant up-regulated gene. Previous studies have shown that the solute transporter gene *mct-1/2* overexpression is enough to extend the lifespan of N2 worms [50]. qRT-PCR results confirmed the FA upregulated *mct-1* mRNA, and showed that *mct-1* mRNA had no significant difference in *daf-2(e1370)* worms after FA-treated (Figure S1). Previous study suggested that FA was transported via a monocarboxylic acid transporter in Caco-2 cell [51]. We speculated that FA may be transported into the cells by MCT-1 in *C. elegans*, and further upregulated *mct-1* mRNA and multiple signal pathways to prolong the lifespan.

Comprehensively, all observations on the lifespan-extending effects of FA, due to altered metabolic homeostasis as a hallmark of lifespan regulation indicated that metabolism and aging are intimately linked [52,53]. Our transcriptome data suggested that FA regulated metabolic pathways to exert its antiaging effect in *C. elegans*.

### 2.13. A Mitochondrial Pathway Was Required for FA-Mediated Lifespan 

Next, our results showed an association between increased oxidative phosphorylation and positive life benefits. Moreover, mitochondria generate ROS that are thought to augment intracellular oxidative stress [54]. Paraquat induced oxidative stress resulted in mitochondrial dysfunction, which significantly affected the longevity and respiratory chain [55]. According to the mitochondrial free radical theory of aging, the accumulation of oxidative damage to macromolecules in the mitochondria is the causative mechanism for aging [56]. Given that FA could effectively reduce paraquat-induced ROS generation, we investigated mitochondrial function role in FA-mediated lifespan extension. The *isp-1* gene encodes mitochondrial complex III, and worms with the mutation of *isp-1* gene were long-lived [56]. As opposed to *isp-1*, the mutation of *mev-1*, encodes the orthologous form of succinate dehydrogenase cytochrome b560 subunit in complex II of the mitochondrial electron transport chain [57]. Our results showed that FA failed to extend the lifespan of the *isp-1(qm150)* worms (Figure 7E, Table S3) and *mev-1(kn1)* worms (Figure 7D, Table S3), and demonstrated that mitochondrial signaling was required for FA-mediated lifespan.

## 3. Discussion

FA is a phenolic compound derived from vegetables and fruits, is well-known as a potent antioxidant of scavenging free radicals. Many studies in humans and model organisms showed that FA had a variety of health benefits like antioxidants, anti-inflammatory, modulation of enzyme activities, activation of transcriptional factors, gene expression, and signal transduction in biological systems [8]. However, the mechanism by which FA slows aging was unknown. Our results showed that FA was an effective nutritional agent for extending lifespan in *C. elegans* (Figure 1A). 500 μM FA treatment was effective at extending lifespan. Moreover, it was unlikely that FA prolonged the lifespan of *C. elegans* by affecting bacterial food source (Figure 2B). The extension of lifespan must be accompanied by the change of physiological. Next, we investigated the effect of FA on the physiological of worms. FA resulted in a significant improvement in the locomotor performance (Figure 2A). FA did not change pharyngeal pumping rate. Moreover, FA treatment extended the lifespan in *eat-2* worms. These results indicated that dietary restriction may be not involved in FA-mediated lifespan extension (Figure 3A). ROS-mediated oxidative stress plays a pivotal role in the process of aging [16]. In this regard, we explored the effects of FA on the survival of worm under heat stress and oxidative stress. The result showed that FA significantly improved the survival of *C. elegans* in harsh environments (Figure 6A,B). Moreover, paraquat and heat shock cause mitochondrial damage by accumulation of ROS. We dissected the effect of FA on ROS in vivo using *C. elegans* model and found FA significantly reduced ROS levels when comparing to control group (Figure 3B,C). The above results proved that FA had excellent antioxidant capacity in vivo. We speculated that the lifespan extension of FA may activate pathways particularly associated with oxidative stress responses and longevity.

Insulin/IGF-1 signaling pathway is the central determinant of the endocrine control of stress response, diapause and aging. qRT-PCR analysis revealed that the RNA levels of genes involved in insulin/IGF-1 signaling pathway (Figure 4G). FA did not extended lifespan of *daf-2(e1370)* worms (Figure 4B), but extended lifespan of *daf-16(mgDf50)* worms which indicated DAF-16 was not necessary for FA to prolong life (Figure 4C). Previous study has shown that DAF-16/FOXO and HLH-30/TFEB can form a complex as combinatorial transcription factors to promote stress resistance and longevity in the same genetic pathway [41]. Indeed, HLH-30 was involved in FA-mediated lifespan extension. SKN-1 controls acute transcriptional response to oxidative stress and senses mitochondrial function and mitochondrially produced ROS [37,58]. We found that *skn-1* was involved in FA-mediated lifespan extension. Moreover, HSF-1 also acts as a key regulator of the rate of organismal aging and heat shock response [59]. FA did not extended lifespan of *hsf-1(sy441)* worms, which indicated *hsf-1* was required for FA-mediated lifespan extension. We further examined whether effects of FA on longevity and stress resistant were related to antioxidant- or autophagy-associated genes, examining transcription of *sod-3*, *gst-4*, *hsp-16.2,* and *lgg-1* [7]. We found that the mRNA of these genes was remarkably increased after FA treatment. Simultaneously, the effect of FA on antioxidant enzyme (SOD-3) and glutathione S-transferase (GST-4) were studied by the transgenic worms. We found that FA increased the levels of SOD-3::GFP and GST-4::GFP (Figure 5B,C). The targets of SKN-1 appear to be shared with DAF-16. It was reasonable to considered that *daf-16* and *skn-1* were involved in the resistance to external stress. The result of the experiment confirmed this hypothesis. The decrease of ROS levels by FA disappeared in the *daf-16(mgDf50)* and *skn-1(sy441)* worms (Figure 6A–D). HSP-16.2 is used to test stress levels in worms and regulated by HSF-1 [60]. FA increased the expression of HSP-16.2::GFP when comparing to control group. The expression of autophagy gene *lgg-1* decreased when knocked out *daf-16* and *hlh-30* [46]. FA increased the mRNA expression of *lgg-1* which indicated autophagy may involve in FA-mediated beneficial effect (Figure 5A). Autophagy is also the major cellular pathway involved in misfolded protein degradation [61]. Therefore, we examined the effect of FA on protein aggregation in transgenic *C. elegans*. FA could effectively reduce protein aggregation (Figure 6E–H).

To fully understand the mechanism of FA, Gene ontology analysis (GO, http://www.geneontology.org/, accessed on: 15 March 2020) of the differentially expressed mRNAs in response to FA treatment was shown in Figure 7C. The data were presented according to the following categories: Biological processes, molecular functions and cellular components. The most represented molecular functions identified by GO enrichment analysis were regulation of ATP binding. The mitochondrial respiratory chain plays a crucial role in energy metabolism, which was an important part of ATP production [62]. In the recent years, evidence has accumulated that life span is considerably influenced by the regulation of the complex interplay between cellular components like transcripts, proteins, and metabolites [63]. Manipulating amino acid intake in *Drosophila* and *C. elegans* can profoundly affect lifespan and reproduction [64]. 20 proteogenic amino acids except phenylalanine and aspartate extended lifespan [65]. Amino acid metabolites in *C. elegans* suggesting that anaplerosis of tricarboxylic acid (TCA) cycle substrates likely plays a role in lifespan extension [65]. Monocarboxylate transporters catalyze the proton-linked transport of monocarboxylates such as L-lactate, pyruvate, and the ketone bodies across the plasma membrane [66]. Changes in many metabolic pathways, we speculated that FA may regulate metabolic pathways to exert its antiaging effect in *C. elegans.* Animals should not simply live longer, but also display prolonged activity that resembles younger animals [67]. FA promoted healthspan, including locomotion in liquid, resistance to heat stress and oxidative stress. FA upregulated ECM-receptor interaction pathways (extracellular matrix). ECM remodeling is critical for longevity [68]. It seems that FA may regulate extracellular matrix remodeling to extended lifespan. Mitochondrial electron transport is a key determinant of lifespan in *C. elegans.* GO enrichment analysis and KEGG pathway were point to mitochondrial function. Two mutations related to mitochondrial electron transport chain (ETC) were used in lifespan assay. The result showed that mitochondrial pathway was required for FA-mediated lifespan extension. *isp-1(qm150)* worms have been shown to have a decreased rate of oxidative phosphorylation [69]. KEGG pathway analysis result showed that the genes of oxidative phosphorylation were significantly increasing. These results suggested it was quite necessarily for maintaining the normal oxidative phosphorylation of FA-mediated lifespan extension.

The Figure 8 showed that the mechanisms of FA increased lifespan and stress resistant in *C. elegans*.

## 4. Materials and Methods

### 4.1. Preparation of Ferulic Acid and E. coli OP50

Ferulic acid (FA, 98%, Aladdin, Shanghai, China) was prepared into 0.2% DMSO stock solution (*v/v*). FA powder was dissolved in dimethyl sulfoxide (DMSO) and diluted by water. The stock solution was sterilized by filtration through 0.2 μm pore size membranes. A 0.2% DMSO containing various concentrations of FA stock solution, portion 1:1, diluted by OP50 prior to administration. The mixture was pipetted onto nematode growth medium (NGM) plates 1 day before use. OP50 incubated with continuous shaking at 200 rpm at 37 °C for 12 h and concentrated threefold before use.

### 4.2. Lifespan Experiment

Lifespan assay were performed as described previously with some modifications [70]. Synchronized worms were cultured on OP50-seeded NGM plates at 20 °C or 16 °C (*daf-2(e1370)* worms) until reaching L4 stage and then transferred to new. The NGM plates containing 50 μM 5-fluoro-2′-deoxyuridine (FUdR, Aladdin, Shanghai, China) to prevent their progeny from hatching were seeded with a mixture of bacteria/FA. A previous study showed that 50 μM FUdR had no significant effect on the lifespan of N2 worms [71]. At least 80 hermaphrodite worms were examined per treatment and observed every day. The number of live and dead worms was counted daily until all individuals died. All the *C. elegans* strains were shown in Table S1.

### 4.3. Antibacterial Assay

Briefly, the FA stock solution was diluted in a 96-well microtiter plate with OP50. Aliquot of 100 μL of the bacterial suspension was incubated at 37 °C and read in an Infinity 200 Pro microplate reader (Tecan, Switzerland). OD600 value was recorded every hour.

### 4.4. Lipofuscin Assay

Briefly, worms were anesthetized on the 12th day after FA treatment. The images were captured using an Olympus X71 fluorescence microscope (Tokyo, Japan). Approximately 30 worms were measured and detected by the red fluorescence (Ex/Em 546/600 nm) and blue fluorescence (Ex/Em 350/460 nm). Scores were the average age pigment fluorescence intensity levels of three independent trials using ImageJ 15.2v software [72].

### 4.5. Body Bend Assay 

Locomotive ability was determined as described earlier [7]. To measure the frequency of body bending, 30 worms were treated with various concentrations of FA for 3, 5, or 7 days on NGM plates without food and with 10 μL of M9 buffer on the top of the agar. The number of sinusoidal curves made during locomotion in 30 s was scored [72].

### 4.6. Pharyngeal Pumping Assay 

For pharyngeal pumping experiments, worms (~20) were treated with or without 500 μM FA for 3, 5, or 7 days on NGM plates. The pharyngeal pump was recorded on a COIC stereoscope (BK1201, Chongqing, China) and was counted for 10 s.

### 4.7. Reproduction Assay 

Five synchronized L4 larvae were randomly transferred to fresh NGM plates treated with or without 500 μM FA. They were transferred onto a fresh NGM plate every 24 h. The eggs were then allowed to hatch and were counted at the L2 or L3 stage. The total number of progenies was referred as the initial reproduction.

### 4.8. Body Length and Body Width Assay 

Eggs were randomly transferred to fresh NGM plates treated with or without 500 μM FA. Recorded as 0 h, the growth of 24, 48, and 96 h were photographed, and the body length and body width were measured by ImageJ 15.2v. Body length was measured from the top of the head to the tip of the tail by using segmented line tools.

### 4.9. Oil Red O Staining

Oil Red O (Aladdin, Shanghai, China) staining was performed as described previously with some modifications [73]. To investigate fat accumulation after treatment with 500 μM FA for 5 days, approximately 30 worms were harvested by washing twice with M9 buffer. 1% Oil red O solution in isopropanol (Aladdin, Shanghai, China) was diluted in 2% Triton X-100 to prepare the working solution. The worms were fixed with a working solution for 20 min. The stained worms were washed with M9 buffer and subsequently placed on a 2% agarose gel pad. ImageJ 15.2v was used for the quantification of Oil red O mean intensity [72], and the background signals were subtracted.

### 4.10. Quantification of Reactive Oxygen Species (ROS) Production

ROS formation was quantified with 2′,7′-Dichlorofluorescein diacetate (H_2_DCFDA) (Meilunbio, China, Ex/Em 470/550 nm) [27]. Briefly, worms were maintained and treated as described above. After exposure to FA for 5 days, worms were washed off the plates with cold M9 buffer. OP50 were removed by repeated washes. Then, the nematodes were incubated with 100 μM H_2_DCFDA for 30 min at 35 °C or 50 mM paraquat for 6 h. The assay was repeated three times. ImageJ 15.2v was used to quantify the fluorescence intensity [72], and the background signals were subtracted. The polygon tool will be selected to depict the whole animal body and integrated density will be used to analyze the relative fluorescence intensity.

### 4.11. Thermorecovery Assay

Thermorecovery assays were determined as described [74]. NGM plates contain 30 animals per plate after FA treatment and animal survival was measured after 4 h at 35 °C followed by a recovery period of 12 h at 20 °C. A worm not responding to any mechanical stimuli was considered as dead.

### 4.12. Oxidative Stress Assay

Paraquat induced oxidative stress assay was conducted by incubating the worms for pretreatment with FA for 24 h [75]. Afterward, worms were transferred to fresh NGM plates containing 50 mM paraquat (Aladdin, Shanghai, China) at final concentration and FA. The survival of 30 worms was recorded every 24 h. A worm not responding to any mechanical stimuli was considered as dead. For statistical analysis, the log-rank test was used.

### 4.13. Fluorescence Imaging

Transgenic worms (CF1553, CL2166, TJ375) treated with or without 500 μM FA for 5 days, were anesthetized by using 10mM levamisole (Aladdin, Shanghai, China) and then placed on a 2% agarose pad. The expression of green fluorescent protein (GFP) was analyzed by imaging using a fluorescence microscope (Olympus X71, Tokyo, Japan). At least 60 worms were measured. For imaging, 470 nm was used for excitation and green fluorescence was recorded at 550 nm. ImageJ 15.2v was used to quantify the fluorescence intensity [72], and the background signals were subtracted. The polygon tool will be selected to depict the whole animal body and integrated density will be used to analyze the relative fluorescence intensity.

### 4.14. Analysis of PolyQ Strains

The number of intestinal PolyQ aggregates was counted in individual animals on day 3 or from egg to L4 of FA treatment. Animals were imaged on a 2% agarose pad after anesthesia with 10 mM levamisole. For images were determined as Fluorescence imaging. PolyQ40::YFP aggregates puncta were counted in each worm, at least 40 worms were measured. For imaging, 470 nm was used for excitation and green fluorescence was recorded at 550 nm. The result presented the number of punctate by observing with the naked eyes and counting.

### 4.15. Gene Expression Analysis by Quantitative Real-Time PCR

Briefly, worms were treated with or without 500 μM FA for 5 days as a lifespan assay. Total RNA was extracted from ~2000 worms per experiment using the Trizol reagent (TransGen Biotech, Beijing, China). The first-strand cDNA was prepared using the qRT-PCR kit (Bimake, Houston, TX, USA). qRT-PCR was performed using the Prism 7500 Real-Time PCR System (ABI, USA) with SYBR^®^ PCR kit (Bimake, Houston, TX, USA) along with 0.5 μM primers and 1 μL cDNA in a 20 μL reaction volume. Relative fold-changes in transcripts were calculated using the 2^−ΔΔCT^ method. Expression of the *act-1* genes was used as an endogenous control to normalize the amount of mRNA obtained from a target gene. Primers were listed in Table S2.

### 4.16. RNA Sequencing 

Gene expression in N2 worms treated with 500 μM FA or vehicle control, at days 5, was assessed by Biomarker Technology Company (Beijing, China). A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations and index codes were added to attribute sequences to each sample.

Use the specified genome as a reference for the analysis, the download address was: https://www.ncbi.nlm.nih.gov/assembly/GCF_000002985.6 (WBcel235, accessed on: 19 October 2019).

Quantification of gene expression levels: Gene expression levels were estimated by fragments per kilobase of transcript per million fragments mapped. The formula was shown as follows:

$$\mathrm{FPKM}=\frac{cDNAFragments}{MappedFragments\left(Millions\right)*TranscriptLength\left(kb\right)}.$$

Differential expression analysis of two samples was performed using the edgeR. The FDR < 0.01 and Fold Change ≥ 2 was set as the threshold for significantly differential expression.

More detailed methods will be provided in the Supplementary File.

GEO number: GSE171836

### 4.17. Statistical Analysis

All experiments were carried out in triplicate. Statistical analysis of the lifespan was performed using GraphPad 7 Software and *p* values were calculated by the log-rank test. Numerical data were analyzed by Student’s *t*-test and values were presented as mean ± SD. Statistical differences were considered significant at *p* < 0.05 (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001).

## 5. Conclusions

Our study confirmed a lifespan extension effect and a modulation of oxidative stress response of FA. Its mechanism of action involved insulin/IGF-1 signal transduction from worms to mammals, these pathways are well conservative. Our findings demonstrated plant derived FA as a safe antioxidant with a strong potential to protect against environmental stress and help to delay aging. Based the results of various experiments carried out in this study, we were representing the mechanisms of action of FA on *C. elegans* for improving the lifespan and stress resistance in a schematic way (Figure 8).

## Figures and Tables

**Figure 1:**
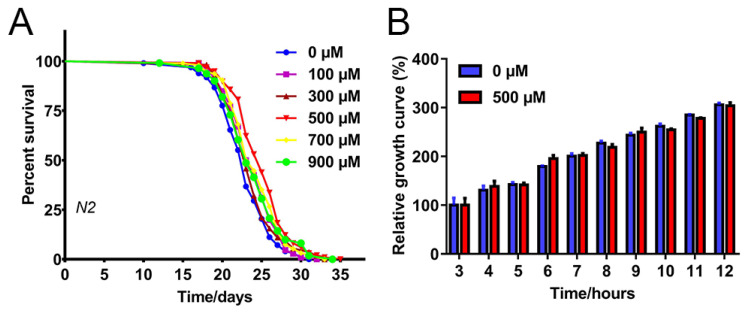
Effects of FA on lifespan in *C. elegans* and anti-bacterial in *E. coli* OP50. (**A**) FA extended *C. elegans* lifespan. Wild-type L4 larvae were treated with 0, 100, 300, 500, 700, 900 μM NGM at 20 °C. 500 μM FA treatment showed the most significant lifespan extension effect in *C. elegans*, n = 3 (~90 individuals per group), Kaplan–Meier survival analysis with Log-Rank test. (**B**) FA did not affect the growth rate of *E. coli* OP50, which was detected by OD600. Data were analyzed by Student’s *t*-test using GraphPad 7. Values were presented as mean ± SD.

**Figure 2:**
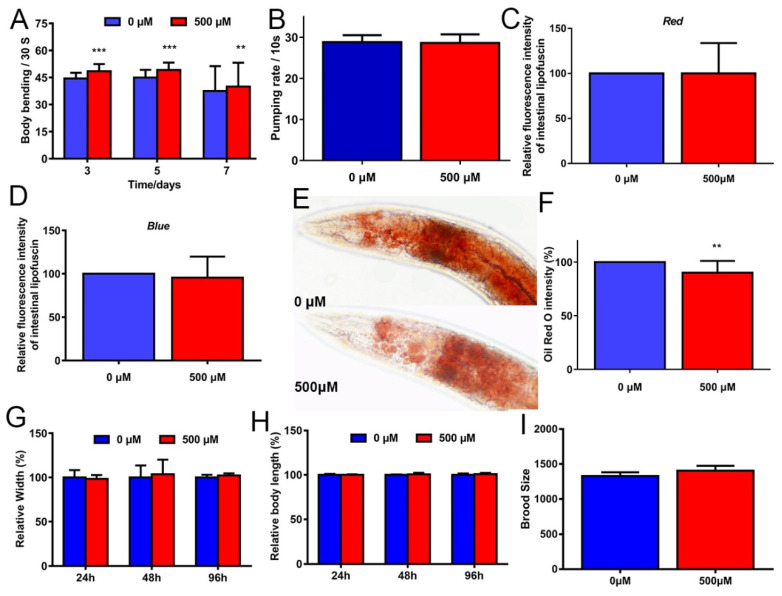
FA partly slowed age-associated physiological decline. (**A**) Effect of FA on body bending rate in N2 worms. (**B**) Effect of FA on pharyngeal pumping rate in N2 worms. (**C**,**D**) Effect of FA on intestinal lipofuscin in N2 worms. Two methods of identification were applied. (**E**,**F**) Effects of FA on fat accumulation. FA significantly decreased fat accumulation in N2 worms. (**G**,**H**) Effect of FA on body size in N2 worms. (**I**) FA did not affect reproduction in N2 worms. Data were analyzed by Student’s *t*-test using GraphPad 7. Values were presented as mean ± SD. *** *p* < 0.001, ** *p* < 0.01.

**Figure 3:**
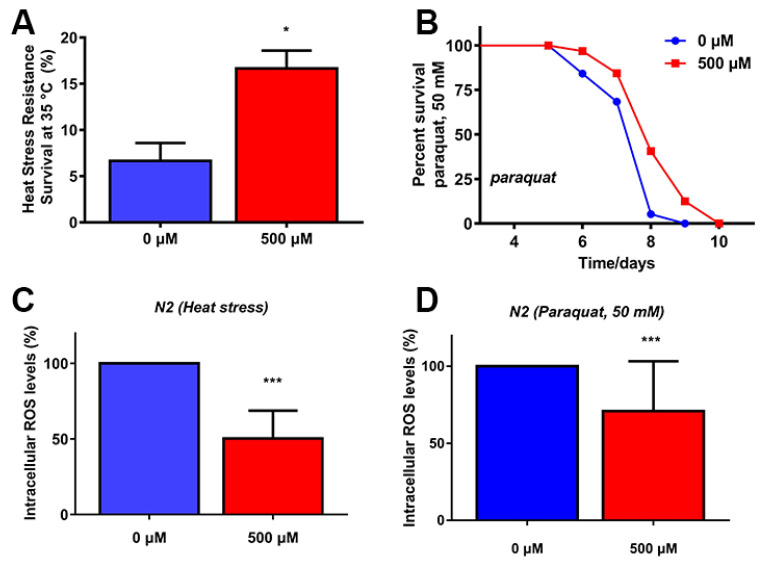
FA improved heat and oxidative stress resistance. (**A**) The average survival time of N2 worms cultured with 500 μM FA at 35 °C. (**B**) The lifespan of N2 worms cultured with 500 μM FA and 50 mM paraquat. (**C**,**D**) Effects of FA on ROS levels in N2 worms. FA effectively reduced ROS induced by heat stress and oxidative stress. Statistical analysis was performed by Student’s *t*-test or the log-rank test by GraphPad 7. Values were presented as mean ± SD, *** *p* < 0.001, * *p* < 0.05.

**Figure 4:**
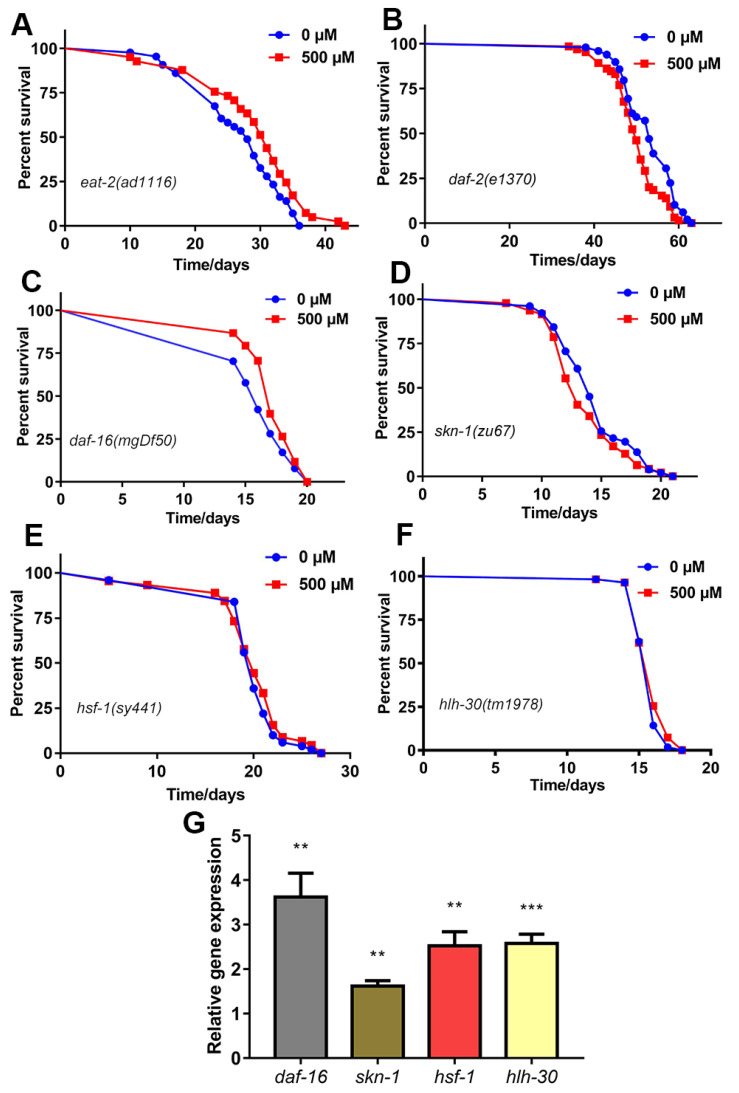
Mechanism of FA-mediated longevity. (**A**) FA extended lifespan in *eat-2(ad1116)* worms. 500 μM FA treatment significantly increased the lifespan of *eat-2(ad1116)* worms (**B**) Effect of FA-treated on lifespan in *daf-2(e1370)* worms. (**C**) Effect of FA-treated on lifespan in *daf-16(mgDf50)* worms. (**D**) Effect of FA-treated on lifespan in *skn-1(zu67)* worms. (**E**) Effect of FA-treated on lifespan of *hsf-1(sy441)* worms. (**F**) Effect of FA treatment on lifespan of *hlh-30(tm1978)* worms. Raised at 20 °C on NGM plates containing 500 μM FA or control group. (**G**) *daf-2*, *daf-16*, *skn-1*, *hsf-1*, and *hlh-30* mRNA levels in worms treated with 500 μM FA. Statistical analysis of the lifespan was performed using GraphPad 7 and *p* values were calculated by the log-rank test. Numerical data were analyzed by Student’s *t*-test and values were presented as mean ± SD, *** *p* < 0.001, ** *p* < 0.01.

**Figure 5:**
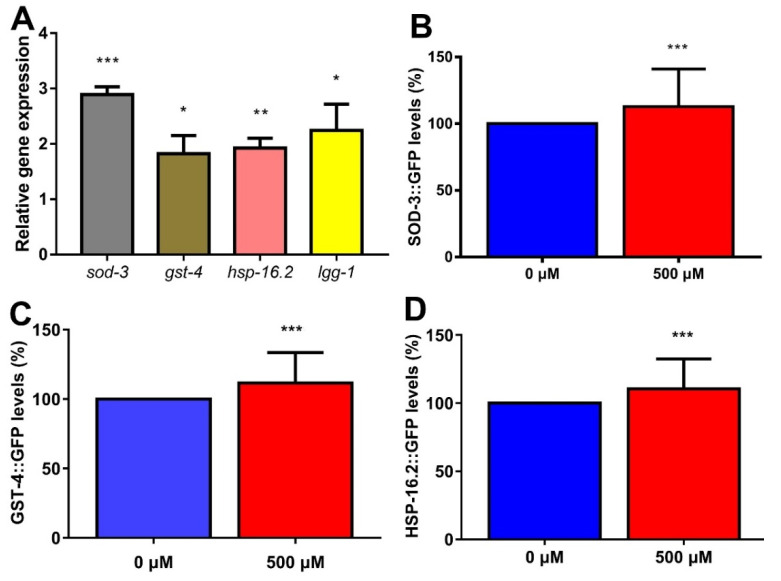
FA-mediated effects were related with antioxidant and autophagy genes. (**A**) FA significantly induced the mRNA expression of *sod-3*, *gst-4*, *hsp-16.2* and *lgg-1*. (**B**) FA significantly induced the expression of SOD-3::GFP. (**C**) FA significantly induced the expression of GST-4::GFP. (**D**) FA significantly induced the expression of HSP-16.2::GFP after incubation at 37 °C for 30 min. The images were analyzed with ImageJ software and numerical data were analyzed by Student’s *t*-test using GraphPad 7. Values were presented as mean ± SD, *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05.

**Figure 6:**
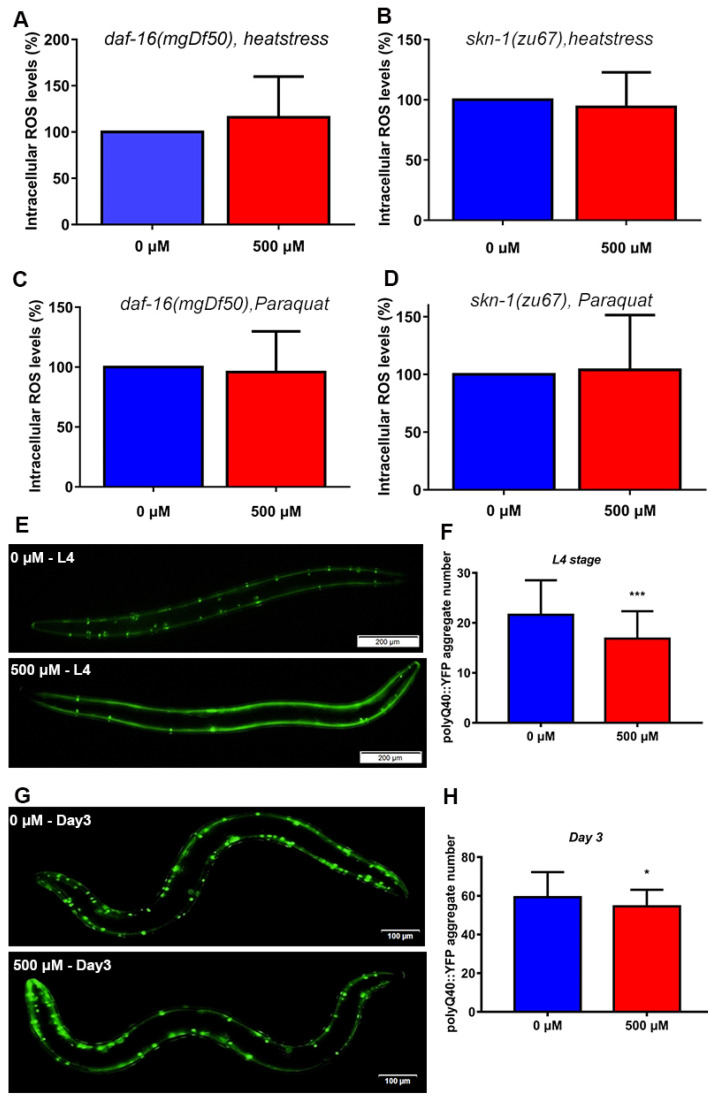
FA reduced ROS in *daf-16(mgDf50)* and *skn-1(zu67)* mutants. (**A**,**B**) FA reduced heat stress-induced ROS in *daf-16(mgDf50)* and *skn-1(zu67)* worms. (**C**,**D**) FA reduced paraquat-induced ROS in *daf-16(mgDf50)* and *skn-1(zu67)* mutants. (**E**–**H**) FA reduced protein aggregation regardless of administration at eggs and L4 stages. The number of aggregation spots of polyQ was counted. The ROS levels were analyzed with ImageJ software and numerical data were analyzed by Student’s *t*-test using GraphPad 7. Values were presented as mean ± SD, *** *p* < 0.001, * *p* < 0.05.

**Figure 7:**
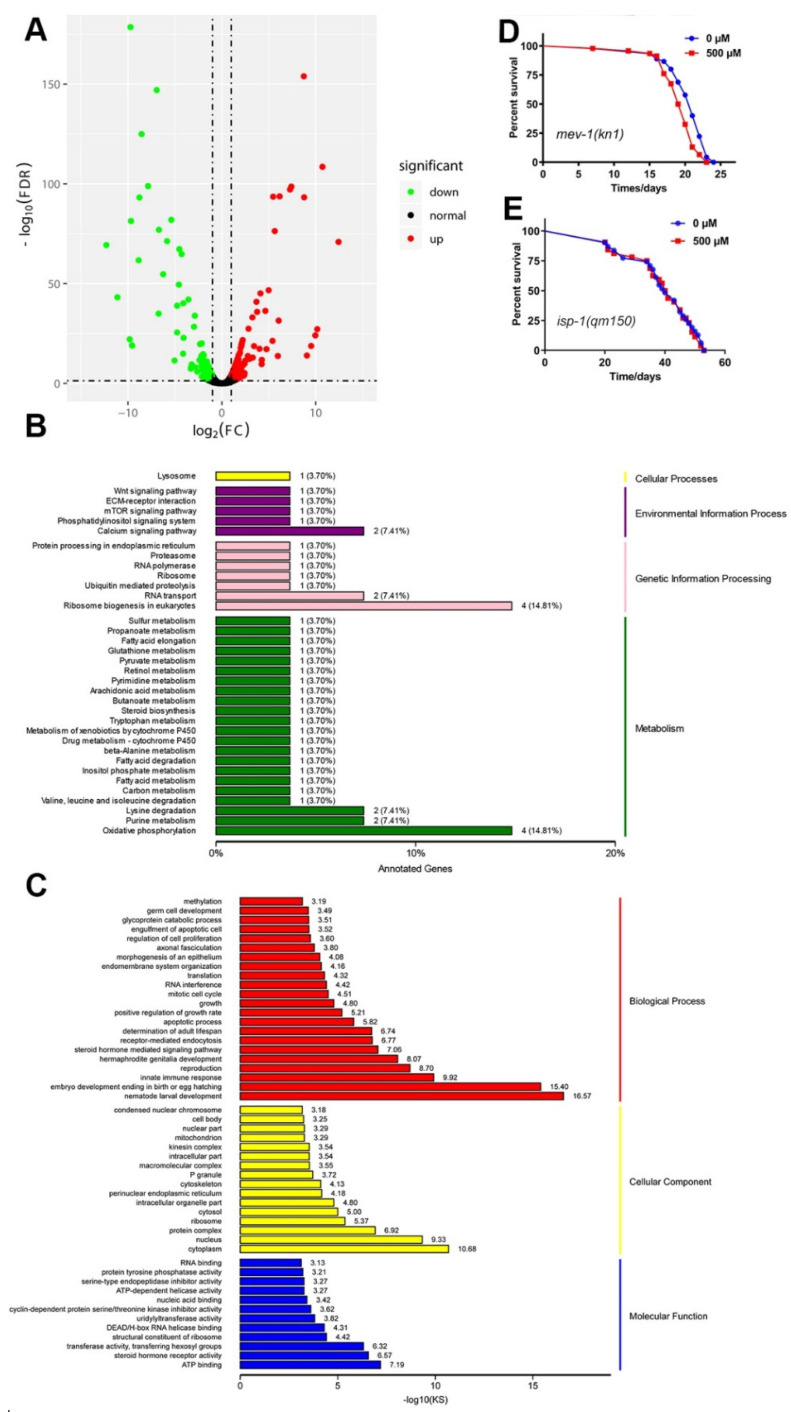
Genes were regulated by 500 μM FA and mitochondrial signaling pathway was necessary to prolong lifespan. (**A**) Volcano map showed the regulated genes that were significantly changed. There were 185 genes upregulated and 108 genes downregulated in FA-treated, compared to control group. (**B**) Top KEGG pathways enriched by the differentially expressed genes in N2 worm. (**C**) The GO analysis clarifies the molecular function, biological process, and cellular component of the differentially expressed genes in N2 worms. (**D**) Effect of FA on lifespan of *mev-1(kn1)* worms. (**E**) Effect of FA on lifespan of *isp-1(qm150)*. Worms raised at 20 °C on NGM plates containing 500 μM FA or control group.

**Figure 8:**
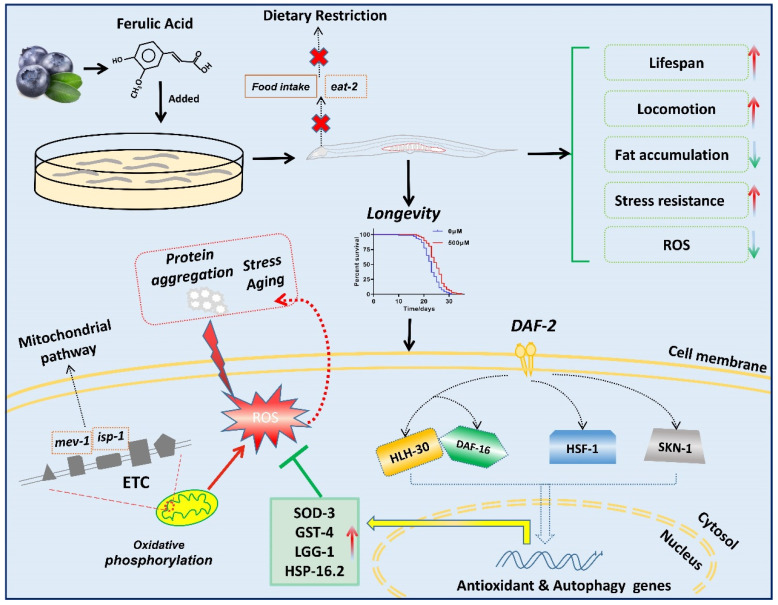
Schematic representation of mechanism of FA extended lifespan.

## Data Availability

Not applicable.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22084279/s1, Table S1. All strains used in this study, Table S2. List of primers used for the quantitative real-time reverse transcription-polymerase chain reaction, Table S3. Effects of ferulic acid on the lifespan of N2 and mutant *C. elegans*. *p* value compared to the control (0 μM) group, Table S4. Top 10 genes upregulated by treatment with 500 μM FA, Figure S1. FA upregulated *mct-1* mRNA and showed that *mct-1* was regulated by DAF-2. Materials and methods (RNA-seq).

How the deposited data were processed for this re-analysis (not part of the article)

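The data are RNA-seq libraries of N2 worms at day 5, 1 treated with 500 µM FA and 1 with the vehicle (0 µM FA). The authors had the libraries made from total RNA with the NEBNext Ultra RNA kit and compared the reads with the genome WBcel235. The authors deposited a table of counts, whole numbers of reads per gene without normalization, with a length for each gene. They also deposited a table of FPKM values, which the paper defines as cDNA fragments scaled by the mapped fragments and the transcript length, and a sequence for each gene identifier. The aligner, the counting program, its version and its use of the strand are not named in the paper's main text, and its supplementary methods were not used here. Identifiers of assembled loci show that loci outside the annotation were added before counting.

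All values given here were computed from the counts, except where FPKM is named. The paper states that all experiments were carried out in triplicate; 1 library per condition was analysed here, and the columns of both tables were assigned by the dose digit in their headings. The total count was 45319692 for the control and 54195790 for FA. A count of 3 reads corresponds to 0.0634 and 0.0578 CPM, and a fold against this limit leaves out counting error. The exact intervals can reach below such a fold; they cover counting error only, since the reads carry no molecular identifiers.

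Gene names were taken from the annotation of WBcel235, the build that the paper names, by comparing each deposited sequence with the annotated coding sequences and the order of the genes along the chromosomes. Of 18004 numbered identifiers 17137 were matched, and when 1911 matched identifiers were each compared with a random coding gene, 30 passed by chance. The 481 assembled loci and the unmatched identifiers were tested but not named, apart from 1 assembled locus.

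Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes with at least 10 reads over the 2 libraries were kept, library sizes were scaled by TMM (factors 1.04 for the control and 0.958 for FA), and edgeR's exact test was run with a preset BCV of 0.1 because 1 library per condition gives no dispersion. P-values were adjusted by the Benjamini-Hochberg method, and genes with an FDR under 0.01 and a fold change of at least 2 were taken as differentially expressed. The test compares the reads of 2 libraries, not the conditions. Tested on simulated data, the test recovered 200 of 200 genes changed 4-fold among 15858 genes with the preset BCV of 0.1, 180 with 0.2 and 0 with 0.4. The changed genes had at least 200 reads over the 2 libraries. The data were always drawn with a BCV of 0.1, so only the BCV of the test was varied. Errors at a larger spread of the data were not examined.

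For 15 gene lists compiled by hand, the median log2 fold change and its percentile among 10000 random lists, matched on mean expression in 10 bins, were computed. As a check, lists of 60 genes were drawn at random from the tested genes. Of 100 such lists without a shift 94 lay inside the middle 95% of random lists, which follows from the random drawing. Of 100 lists shifted by a log2 fold change of 0.5, 0 did. The check does not cover smaller shifts, lists of other sizes or lists of genes that vary together. The 12 genes of the mitochondrial genome had no match and were not used here. The annotation of genes to KEGG pathways and GO terms was not used, so the enriched GO terms, the pathways of Figure 7B other than oxidative phosphorylation and pyruvate metabolism, and the ECM-receptor interaction pathway were not analysed here.

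The gene lists, the tests and the alternatives, except where stated, were set before the data were examined. The alternatives were DESeq2's size factors (version 1.42.0) and the total read count in place of TMM, a preset BCV of 0.01, 0.2 or 0.4, all genes with at least 1 read or only genes with at least 50 reads, Fisher's exact test on the reads, a smaller prior count, and the ratio of the authors' FPKM values with a pseudocount of 0.1 or 1. One alternative, which sums same-strand genes at most 500 bp apart, was chosen after seeing the data. The genes named are those the paper names, the 10 genes higher and the 10 genes lower in FA with the smallest p-values, and the oxidative phosphorylation genes that passed the thresholds; any other gene named was chosen after its values were seen. A gene that this rule selects is not reported here. Neighbouring genes were compared within 2000 bp, and the expected numbers come from 1000 random draws. In 50 simulated pairs among 100 genes the opposite change was set inside the counted range. That the comparison found 50 of 50 was therefore fixed in advance. It does not show how often an exchange of another size would be found. Lists were analysed and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.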

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

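Apart from the heat-shock genes, of which the paper discusses *hsp-16.2*, the paper's text names no gene of the lists below. Each list was set apart because its median fell outside the middle 95% of 10000 random lists matched on mean expression. The tests of the scaling and of the heat-shock copies, and the count of each pair of copies once, were chosen after the result was seen. Of 14 lists with a value, 6 lay outside, pyruvate metabolism included, where lists of genes drawn independently give 0.7. Genes of 1 family can vary together, and some lists share members or hold identical copies. The comparison of 6 with 0.7 is therefore no measure of evidence. All percentiles describe 2 libraries, without replicates.

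The vitellogenins, the yolk protein genes, were higher in FA. The median log2 fold change of the 6 genes was 1.21 (percentile 100), and 5 of them passed the thresholds. With the total read count 4 passed, and with a preset BCV of 0.2 or 0.4 none did (0 of 6). Their share of all reads was 4.83% in the control library (95% Clopper-Pearson interval 4.82% to 4.84%) and 9.96% in the FA library (9.95% to 9.97%). Several vitellogenins resemble each other closely, so their separate values are uncertain. How reads shared between them were counted is not known, and its effect on the summed share was not tested. The test argues against the scaling as the cause, since the median was 1.09 under the total read count, the scaling that brought it closest to 0 relative to all genes. Trends with gene length or GC content are argued against as the whole cause, because the median was 0.92 after the median of genes of similar length, and 1.16 after that of genes of similar GC content, was subtracted; the length trend thus took up part of it. A response to FA stays open as a hypothesis. So does a difference between the worm samples other than FA, such as in the exact stage of the adults, which 1 library per condition keeps open; the list of 36 oocyte and embryo genes had a median of -0.03 (percentile 47.6).

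The heat-shock genes were lower in FA. The list has 19 tested genes with a median log2 fold change of -0.97 (percentile 0), and 8 passed the thresholds as lower. With a preset BCV of 0.2 or 0.4 none of the 19 passed (0 higher and 0 lower). The list holds *hsp-16.2*, which the paper measured by qRT-PCR. It also holds 3 pairs of genes with identical deposited sequence, *hsp-16.1* and *hsp-16.11*, *hsp-16.48* and *hsp-16.49*, and *F44E5.4* and *F44E5.5*, chosen after their values were seen. The reads of such a pair cannot be assigned to one gene, and each pair enters the median as 2 genes. Summed over each pair, the log2 fold changes were -1.62, -1.40 and -1.10, so a division of reads between copies is argued against as the cause. With each pair counted once the median was -0.43 (percentile 0), and for the 13 genes without such a copy it was -0.16 (percentile 2.01), with 9 of the 13 below 0. The size of the list's median therefore rests largely on the copies. The scaling is argued against, since the median was -0.98 with DESeq2's size factors and -1.10 with the total read count. Among all alternatives it came closest to 0 with all genes with at least 1 read, at -0.83. The median was -0.96 after removal of the length trend and -0.99 after removal of the GC trend, which argues against both. A difference in the stress state of the worm samples, with FA or with handling, stays open and was not tested.

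The list of DAF-16 class 2 targets, genes that DAF-16 represses, had a median log2 fold change of 0.27 (13 genes, percentile 98.6). The list holds 2 vitellogenins, and without them the percentile was 95.7, inside the middle 95%. The median of the other 11 genes was 0.24, so most of the shift remained, and whether the vitellogenins account for the place of this list stays open. After removal of the length trend the percentile was 99.7, which argues against that trend.

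The list of cytochrome P450 and UGT genes had a median log2 fold change of -0.10 (68 genes, percentile 1.10). Figure 7B of the paper lists metabolism by cytochrome P450, but the text does not discuss it. With the length trend removed the percentile was 1.83. With the GC trend removed it was 3.34, inside the middle 95%, but the median was still -0.083, so whether a trend of the fold change with GC content accounts for this small shift stays open.

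The innate immunity genes had a median log2 fold change of 0.083 (62 genes, percentile 97.8), which went to -0.042 with the total read count, where it stayed 0.072 above the median of all genes. Figure 7C of the paper lists the innate immune response among its GO terms. The percentile was 98.4 with the length trend and 98.0 with the GC trend removed, which argues against both. The shift is small, and it lay inside the middle 95% when all genes with at least 1 read were kept (percentile 97.4) and with FPKM at pseudocounts of 0.1 (97.3) and 1 (96.3), so whether it differs from chance among 14 lists stays open.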

How the results depend on the processing

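Over 67 results, 496 of the values under an alternative stayed the same. For genes and lists this means the same direction and side of the threshold, and for numbers of genes within 1.5 times. Of the rest, 30 changed sign, 37 no longer passed a threshold, 3 newly passed one and 9 numbers of genes moved further. Another BCV or Fisher's exact test leaves a gene's log2 fold change as it is, so these could not change its direction. All 20 genes with the smallest p-values passed the thresholds in every alternative that tests single genes. The oxidative phosphorylation median stayed below 0 under every alternative run, from -0.19 to -0.06, as did that of the heat-shock genes; the vitellogenin median stayed above 0.

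The preset BCV and the test decided how many genes passed. With a BCV of 0.01, 433 genes were higher and 228 lower in FA; with 0.2, 80 and 63; with 0.4, 21 and 23; and with Fisher's exact test, 457 and 248. With a BCV of 0.4 none of the 200 simulated 4-fold changes was recovered, so small counts follow from that setting, and *lgg-1* (log2 fold change -2.89) no longer passed. With same-strand genes at most 500 bp apart summed, an alternative chosen after seeing the data, 173 units were higher and 87 lower. The units of 3 of the 10 higher and 4 of the 10 lower genes with the smallest p-values passed. Among them only *rfip-2* and *F32B5.1* were joined to another gene, and the rest had none to join. The units of 0 of the 4 oxidative phosphorylation genes passed. DESeq2's size factors gave 232 higher genes among 371, and all genes with at least 1 read gave 240 and 137. With at least 50 reads, 190 genes were higher and 108 lower, of which 185 and 108 were among those found with at least 10 reads.

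Other scalings moved the median of all tested genes, from 0.01 to -0.11 with the total read count and to -0.10 and -0.07 with FPKM at pseudocounts of 0.1 and 1, and values near 0 changed sign with it. With the total read count the log2 fold change was -0.048 for *sod-3*, -0.088 for *gst-4* and -0.021 for *eat-2*, and the median was -0.032 for pyruvate metabolism, -0.12 for embryonic and larval development, -0.048 for DAF-16 class 1 targets, -0.11 for SKN-1 targets, -0.042 for innate immunity and -0.088 for the cytosolic ribosome. From FPKM with a pseudocount of 0.1, the values in the same order were -0.042, -0.083 and -0.011 for the genes and -0.015, -0.11, -0.042, -0.12, -0.037 and -0.072 for the lists. With a pseudocount of 1 they were -0.035, -0.082 and -0.0049, and -0.015, -0.10, -0.035, -0.11, -0.036 and -0.072. From FPKM *daf-16* was at -0.067 and -0.066 with these pseudocounts, a fall from 0.35 that is larger than the shift of all genes; the cause was not tested. With DESeq2's size factors the median of the embryonic and larval list was -0.0061, against 0.0020.

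With all genes with at least 1 read, pyruvate metabolism (0.080, percentile 96.5) and innate immunity (0.082, percentile 97.4) came inside the middle 95% of random lists, as did innate immunity from FPKM with pseudocounts of 0.1 (percentile 97.3) and 1 (percentile 96.3). The cuticle collagens went outside it with at least 50 reads (0.21, percentile 99.7) and with FPKM at pseudocounts of 0.1 (0.077) and 1 (0.031); the cause was not tested. Among single genes, 34 further values no longer passed a threshold, mostly at a BCV of 0.2 or 0.4, and 0 newly passed one.

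Depth limits the genes with few reads: 63 of the higher and 35 of the lower genes had 3 reads or fewer in one library. No paired analysis was possible because there is 1 library per condition. Alternatives that needed KEGG or GO annotation, the authors' own comparison, or pathway members from an annotation were not run.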

Differences from the paper's values

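Figure 7B of the paper places about 1 differentially expressed gene in pyruvate metabolism (read by eye), while 0 of the 26 tested genes of the list used here passed the thresholds. None of the alternatives set before the data were examined gave 1. The paper's numbers of differentially expressed genes, 185 up-regulated and 108 down-regulated, stand against 243 and 140 here, which is within 1.5 times. With at least 50 reads over the 2 libraries the numbers were 190 and 108.

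The paper states that FA enhanced the expression of oxidative phosphorylation genes. The median log2 fold change of the 87 tested genes was -0.07, with 4 genes higher and 0 lower at the thresholds. The trend of the fold change with gene length was not removed from that median, and its part there stays open. Figure 7B of the paper also places about 4 differentially expressed genes in this pathway (read by eye).

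By qRT-PCR, another experiment that was scaled to *act-1*, the paper reports higher mRNA of *hsf-1*, *hsp-16.2* and *lgg-1* after FA. In the libraries all 3 were lower in FA. The log2 fold change was -0.17 for *hsf-1* (95% exact counting interval -0.27 to -0.06), -0.69 for *hsp-16.2* (-0.94 to -0.45) and -2.89 for *lgg-1* (-3.02 to -2.77), and only *lgg-1* passed the thresholds. The paper also reports higher mRNA of *sod-3* and *gst-4*, which were at 0.08 (-0.26 to 0.41) and 0.04 (-0.04 to 0.11), with intervals that include 0. For *daf-16*, reported as higher, the log2 fold change was 0.35 from the counts and -0.07 from the authors' FPKM with a pseudocount of 0.1, where the median of all tested genes was -0.10. The counts were scaled by TMM and not to *act-1*, which itself had a log2 fold change of 0.40. The values given here from the counts all lie below that of *act-1*. Besides mRNA, the paper reports higher fluorescence of SOD-3::GFP, GST-4::GFP and, after heat, HSP-16.2::GFP, which these libraries do not measure.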

Other observations

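The tests of neighbouring genes were chosen after the result was seen, as were the genes named as neighbours.

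Many of the largest changes sit beside a gene on the same strand that changed the other way. Of the 44 matched genes changed at least 16-fold, 19 had such a neighbour within 2 kb whose opposite change in CPM made up 50% to 150% of theirs. When the neighbour's change was taken from a random gene of similar expression, 4.15 were expected and the highest of 1000 draws was 11. On the opposite strand 2 such genes were found, with 1.96 expected. The length of the neighbour in the count table exceeded its annotated coding length by at least the coding length of the changed gene for 25 of the 41 genes with a neighbour, where 3.93 were expected from genes that did not pass the thresholds and 13 was the highest draw. Summing same-strand genes at most 500 bp apart left 24 units changed at least 16-fold, against 50 genes before, and 20 joinings of random genes left 35 to 43. These results are consistent with the hypothesis that transcript models running over 2 neighbouring genes moved reads from one gene to the other between the libraries. A difference in depth is argued against, as the total counts differed by a factor of 1.196. Run-through transcription that differs between the worm samples would look alike and stays open. The explanation leaves part of the largest changes uncovered, such as *utx-1*, which fell from 2574 to 20.8 CPM beside *dhhc-14*, which went from 24.3 to 28.7 CPM.

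Among smaller changes a smaller share had such a neighbour. Of the 97 matched genes changed 4-fold to 16-fold it was 13 (13.4%), within chance (8.29 expected, 17 as the highest draw), yet the neighbour's length covered 22 of the 65 genes with a neighbour (8.31 expected, 17 as the highest draw). Of those changed 2-fold to 4-fold, 25 (13.7%) had such a neighbour, with 10.4 expected and 19 as the highest draw, and the length covered 30 (28.8%) of those with a neighbour, with 10.07 expected and 20 as the highest draw. Both are above chance but short of 50%, so an exchange between neighbours within 2 kb is argued against as the cause of most of the 2-fold to 4-fold changes, though it may hold for some.

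The same pattern touches the oxidative phosphorylation genes that passed the thresholds. All 4 genes have a same-strand neighbour within 2 kb. For 3 of the 4 the neighbour's length in the count table covers the gene, against 8 (14.8%) of the 54 list members that have such a neighbour and did not pass. A transcript model of the neighbour that runs over the gene is thus a candidate explanation for *lpd-5*, *ucr-11* and *hpo-18*, though 4 genes are few, and for *ucr-11* no fall of a neighbour was detectable. The length test leaves out *atp-4*, which had no neighbour whose length covers it. Its sum with the same-strand genes at most 500 bp apart stayed near level, at 394 and 408 CPM, while *atp-4* rose from 67.1 to 149.5 CPM. The other genes of that sum thus fell together, so an exchange of reads stays open for *atp-4* too.

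Among the genes the paper measured by qRT-PCR, *hlh-30* had a log2 fold change of 0.77 (95% exact counting interval 0.70 to 0.83), a 1.70-fold difference that is below the fold threshold (adjusted p = 0.00782 from edgeR's exact test with Benjamini-Hochberg adjustment). The values were 0.44 for *daf-2*, 0.28 for *skn-1* and 0.40 for *act-1*, the paper's reference gene for qRT-PCR. For the genes of the mutants used in the paper they were -0.08 for *isp-1*, 0.22 for *mev-1* and 0.10 for *eat-2*, and none of these 3 passed the thresholds.

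Of 469 assembled loci tested, 30 were higher and 6 lower in FA (7.68%), against 2.22% of the 15597 numbered genes. Across 9172 genes above 5 CPM, the log2 fold change had a Spearman correlation of 0.24 with gene length and 0.11 with GC content; genes are not independent replicates. With the length trend removed the pyruvate metabolism median lay at percentile 96.4 of random lists, and with the GC trend removed at percentile 89.8.

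The other lists had medians of 0.14 for the cuticle collagens (70 genes, percentile 95.8), 0.04 for the cytosolic ribosome (68 genes, percentile 96.0), 0.08 for the DAF-16 class 1 targets (23 genes, percentile 90.8), 0.01 for the SKN-1 detoxification targets (34 genes, percentile 59.0) and 0.00197 for embryonic and larval development (19 genes, percentile 53.2); the last 4 went below 0 with the total read count, which set the median of all tested genes at -0.11. For the sperm genes, 11 of 46 were tested, which is too few to read their median of 0.31 (percentile 91.6). Placing genes with 3 reads or fewer in one library at their bound changed the median of 0 of these lists.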
